A study of Mus musculus with 4 samples. Its data were reported in "Single cell multi-omic analysis identifies a Tbx1-dependent multilineage primed population in murine cardiopharyngeal mesoderm" (2021).

How the data were processed

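Single-cell RNA sequencing was performed on cells of the Mesp1 lineage, in which Cre recombinase expressed from the Mesp1 gene of early mesoderm switches on a GFP reporter for good. Per the labels, there were 4 mouse libraries, 1 per stage, at E8.0 and E8.25 and later at E9.5 and E10.5 (days of embryonic development), all of the same genotype and strain, and each made from living GFP-positive cells sorted from pooled embryos. The dissected tissue was the upper part of the body at E8.0 and E8.25 and the pharyngeal apparatus with the heart at E9.5 and E10.5, so that region changed together with stage. Libraries were made with the version 2 droplet kit of 10x Genomics, which reads the 3' end of transcripts. The authors aligned reads to the mouse genome mm10 with Cell Ranger and deposited, for each library, raw UMI counts (counts of distinct captured molecules) per gene and cell, limited to the barcodes called as cells. The deposited counts covered 27998 genes and were not normalized. Libraries of knockout embryos and of other lineages were not analysed here.

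Cells with at least 1000 detected genes and at most 10% of UMIs from mitochondrial genes were retained, which removed 4 cells at E8.0, 2 at E8.25, 3 at E9.5 and 28 at E10.5. Doublets, which are droplets holding more than 1 cell, were scored with Scrublet (in scanpy 1.11.5), and the highest scores of each library were removed at a rate of 0.8% per 1000 cells. This fixed rate was used because Scrublet's own threshold marked only 0.169% of the cells at E8.25 and 0.0247% at E9.5, against 1.58% at E8.0 and 1.37% at E10.5. After removal of 459, 70, 131 and 517 cells, 7118 cells remained at E8.0, 2884 at E8.25, 3921 at E9.5 and 7525 at E10.5. Retained cells had a median of 21321 UMIs at E8.0, 35216 at E8.25, 17254 at E9.5 and 15205 at E10.5.

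Counts of each cell were scaled to 10000 and log-transformed, and 2000 variable genes were chosen within libraries. Mitochondrial genes and 19 held-out genes, whose expression is reported below, were kept out of the clustering. These were Tbx1, Aplnr, Nrg1, Irx1, Irx2, Irx3, Irx4, Irx5, Fgf8, Fgf10, Hand2, Gata3, Gata5, Gata6, Bmp4, Sema3c, Nkx2-5, Tbx5 and Isl1. The 4 libraries were aligned on 50 principal components by mutual nearest neighbours (20 neighbours), in the manner of fastMNN, the method the study used. The correction was written for this work with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 and tested on simulated data, where cells of other libraries made up 0% of the neighbours of a cell before correction and 75.1% after it, and neighbours of the same simulated type 100% in both cases. A graph of 15 nearest neighbours was clustered with the Leiden algorithm (igraph 0.11.9, resolution 1.5, seed 0). Connectivity between classes was computed with PAGA, a method that compares the edges between groups of cells with those that random wiring would give. Python 3.11.15 and pandas 2.3.3 were used throughout.

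Marker lists for 17 cell types, the tests and their samples, the held-out genes and most alternatives were fixed before the data were examined. The thresholds by which markers name a cluster were set after the clusters and the class sizes had been seen, and 2 rules were tried. The rule used gave a cluster the name of its best-scoring type if at least 3 markers and at least 50% of the list were raised. A marker was raised at 20 CPM or more (counts scaled by the total of the cluster, class or library, the usual unit) and at least 1.5-fold the mean of the other clusters, with a pseudocount of 10. It also had to have 1 marker of the name among the 10 leading genes by fold, or at least 75% of the list raised, with no more leading markers of another type than of its own. Clusters with 2 Cdx genes, which mark the posterior body, among their leading genes stayed unnamed. The rule tried first asked for 3 raised markers and 2 among the 10 leading genes. Of 28 clusters 20 were named, which gave 13 classes, and these names are rebuilt from markers and need not match the cells the study named.

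The MLP-like class (multilineage primed progenitors, the progenitor population the study describes) was a single cluster with 4 of its 8 markers raised. Isl1, Mef2c, Mpped2 and Nkx2-6 were raised, Wnt5a, Tcf21 and Foxf1 were not, and 1 marker is not reported here. Isl1 and Mef2c therefore name the class and are no result of it. The 8 clusters that stayed unnamed are called here by number in order of size. The thresholds kept cluster 4, with 2 or more Cdx genes in the lead, and cluster 5, with 2 of 6 markers raised, out of the pSHF-like class, and cluster 16, with 3 of 7 markers raised, out of the BrM-like class. Cluster 4 held 12.5% of cells at E8.0, 8.84% at E8.25, 0.944% at E9.5 and 0.0399% at E10.5. Cluster 5 held 0.0140%, 0.0347%, 3.32% and 12.8%, and cluster 16 held 5.89%, 2.60%, 3.26% and 1.08%, in the same order of stages.

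Each stage had 1 library, so no test was made between stages, and no p-value or standard error was computed from cells. Shares of cells carry exact Clopper-Pearson 95% binomial intervals, and sums of UMIs, given as CPM, carry exact Poisson 95% intervals. Both cover counting error only, not differences between embryos or preparations. A gene with under 20 UMIs in all 4 MLP-like sums was reported as not detectable, and a sum of 0 UMIs was bounded by 3 counts. The limit set by blood-like cells was instead the exact Poisson upper limit. The median log2 ratio of a gene list was placed among 10000 random lists of the same size matched on mean expression, drawn from the same libraries. Shares of cells with a UMI were computed after each cell had been thinned at random to 5000 UMIs. In a simulation the thinning gave shares of 39.8% and 38.6% at depths of 8000 and 40000 UMIs, against 39.3% for the true share.

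Classes were compared by summing UMIs per library and class, where both classes had at least 20 cells. The sums were tested with edgeR 4.0.16 (R 4.3.3), using its quasi-likelihood test, TMM scaling, filterByExpr and the library as a block, with Benjamini-Hochberg adjustment over all genes tested. The pairs of sums came from the same library, which replicates the contrast between classes over 4 libraries but not any stage. The SE of a log2 fold change is its size divided by the square root of the F statistic. A call means an adjusted p under 0.05. The held-out genes were also adjusted over the list alone, and of these Isl1 was not tested because it names the MLP-like class, which leaves 18. Held-out genes take no part in the clustering but vary together with genes that do, so the p-values of class contrasts are too small by an unknown amount. Counts were simulated with 200 genes changed by 1 on the log2 scale. These were drawn only from genes with a mean above 20 CPM, so recovery at lower levels was not measured. The test recovered 97% of the changed genes for the BrM-like contrast over 10625 genes, 91% for the CM-like contrast over 10043 genes and 99.5% for the pSHF-like contrast over 11279 genes. False calls made up 8.49%, 6.67% and 7.87% of the calls in the same order, above the nominal 5%.

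Genes named in the text are those of the fixed lists, plus the 5 genes rising and the 5 falling most in the MLP-like class by a rule of size. The rule took the log2 ratio of mean CPM at E9.5 and E10.5 to mean CPM at E8.0 and E8.25. It was applied to genes with at least 100 UMIs over the 4 sums for which both late libraries lay at least 2-fold to the same side of both early ones, leaving out haemoglobin and mitochondrial genes. A gene at 0 UMIs in an early and in a late library was not counted as falling or rising. Falling genes at 0 UMIs in both late libraries were ranked first, by their lower bound. This order was chosen after the data were seen. Any other gene is named as chosen after its values were seen. Coordinates are 1-based positions of GRCm38.p6, the assembly mm10 stands for, from a table of RefSeq genes that matched 33 of 34 symbols by name. The older mouse assembly that was also at hand was not used.

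The settings tried besides these, chosen at the outset, were no doublet removal, no cell filter, no batch correction, clustering of each library on its own, Leiden resolutions of 1.0 and 2.0, 1000 variable genes, held-out genes allowed in the clustering, other scalings, thinning to 10000 UMIs or none, DESeq2 1.42.0, no filter on low counts, at least 50 cells per sum, no library block, and leaving out each library in turn. Clustering seeds 1 to 5, the naming rule tried first and thinning to 5000 UMIs before clustering were chosen after the data were seen.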

Results

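Transcripts of single cells were counted in 4 libraries of the mouse Mesp1 lineage, 1 library per stage, with E8.0 and E8.25 as early and E9.5 and E10.5 as late stages. The libraries held 7581 cells and 168407965 UMIs at E8.0, 2956 cells and 110213770 UMIs at E8.25, 4055 cells and 74920880 UMIs at E9.5, and 8070 cells and 142850521 UMIs at E10.5. The median number of UMIs per deposited cell was 21658 at E8.0, 35461 at E8.25, 17404 at E9.5 and 15594.5 at E10.5. The median number of detected genes per cell was 4380, 5363.5, 4036 and 3673.5 in the same order. No stage had a replicate, so differences between stages were not tested, and every interval given with them covers counting error only. The comparisons follow the questions of the study, namely whether a progenitor population of the cardiopharyngeal mesoderm (the source of heart and branchiomeric muscle) is present at each stage, how its genes change with stage, and how it differs from the more specialised classes next to it.

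Clustering of the 21448 retained cells gave 28 clusters, of which 20 were named and fell into 13 classes. Classes of the cardiopharyngeal mesoderm were MLP-like (multilineage primed progenitors), BrM-like (branchiomeric muscle progenitors), CM-like (cardiomyocytes) and pSHF-like (posterior second heart field, the progenitors behind the heart). The BrM-like share of retained cells was 2.99% (213 cells) at E8.0, 5.34% (154 cells) at E8.25, 16.4% (643 cells) at E9.5 and 13.3% (1002 cells) at E10.5. On the log2 scale the BrM-like share rose by 2.15 (95% interval 1.94 to 2.37) from E8.0 to E10.5. With each library clustered on its own and without batch correction, 0 BrM-like cells were named at E8.0 and 524 and 542 at E10.5, which gives no finite ratio. Of the settings with a ratio, thinning of every cell before clustering, an alternative chosen after the data were seen, moved it most, to -1.21. Over clustering seeds 1 to 5, also chosen after the data were seen, the ratio ran from -0.16 to 1.19, below the value reported throughout. Those seeds named 388 to 595 BrM-like cells at E10.5, against the 1002 reported. Neither the size nor the sign of this rise was therefore stable. The CM-like share was 2.99% at E8.0, 0.936% at E8.25, 9.72% at E9.5 and 2.82% at E10.5, a log2 ratio of -0.09 (-0.37 to 0.19) between E10.5 and E8.0, which is within counting error. The pSHF-like share was 6.77%, 6.73%, 22.9% and 17.4% at the 4 stages, a log2 ratio of 1.36 (1.21 to 1.52), and reached 10.77 without batch correction, where only 1 pSHF-like cell was named at E8.0 against 1847 at E10.5. Endothelial-like cells made up 7.12% at E8.0 and 7.04% at E10.5.

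Several clusters came mostly from 1 or 2 libraries. Cluster 6, led by Phlda2 and Pitx1, came from E8.0 alone and made up 15.3% of its cells, and cluster 24, led by Etv2, made up 4.86% at E8.0 and 0.104% at E8.25. With 0 of 2884 cells at E8.25, a share of cluster 6 up to 0.128% remained possible there. Cluster 1 fell from 13.4% at E8.0 and 20.5% at E8.25 to 1.33% at E9.5 and 0.186% at E10.5, while cranial mesenchyme-like cells rose from 0.0281% and 0.104% to 7.14% and 9.98%. Paraxial mesoderm-like cells made up 12.8%, 17.4%, 1.89% and 0.120% at the 4 stages. Blood-like cells made up 2.32% at E8.0, 11.1% at E8.25, 0.0510% (2 cells) at E9.5 and 13.5% at E10.5. Since the dissected region differed between the early and the late stages, these shares describe the sorted samples and not the embryo.

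MLP-like cells were found in all 4 libraries. Their share was 6.07% (432 cells, exact Clopper-Pearson 95% interval 5.53 to 6.65%) at E8.0, 5.62% (162 cells, 4.80 to 6.52%) at E8.25, 4.34% (170 cells, 3.72 to 5.02%) at E9.5 and 0.797% (60 cells, 0.609 to 1.03%) at E10.5. The log2 ratio of the E10.5 share to the E8.0 share was -2.93 (-3.34 to -2.54). Its sign was negative in every alternative that gave a value, but its size was not stable. Without the cell filter it was -6.83, and with each library clustered on its own it was -0.24. With the naming rule tried first, clustering each library on its own named 0 MLP-like cells at E8.0 and 368 at E10.5, which gives no ratio. Over the 13 clusterings that named the class, the E10.5 count ran from 3 cells (0.0397%) to 396 cells (5.26%), and from 13 to 136 cells over seeds 1 to 5 alone. Among MLP-like, BrM-like, CM-like and pSHF-like cells together, MLP-like cells made up 32.2% at E8.0, 30.2% at E8.25, 8.13% at E9.5 and 2.32% (1.78 to 2.98%) at E10.5.

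**Figure D1:**
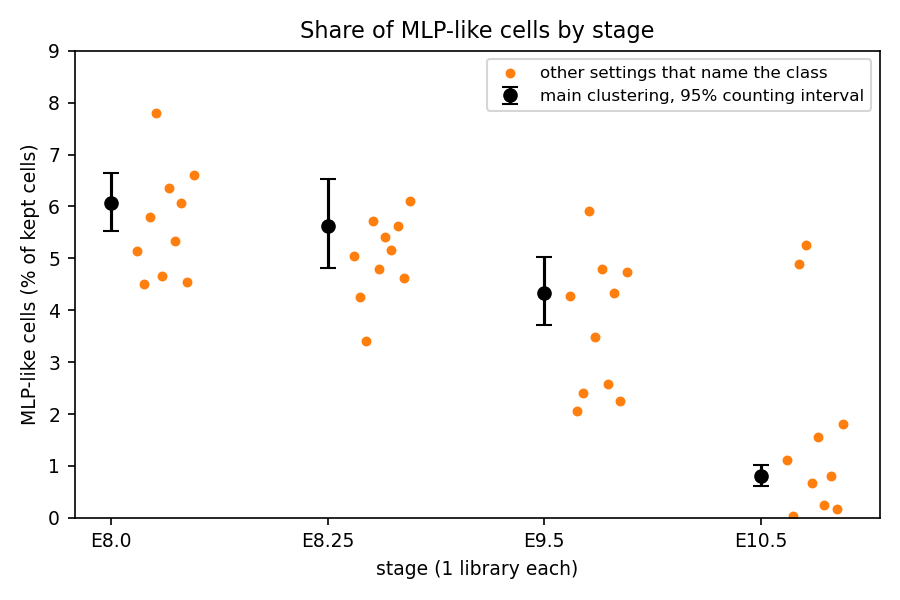
MLP-like cells as a percentage of retained cells in each of the 4 libraries, with exact 95% binomial intervals for counting error and, as smaller points, the other settings that named the class (seeds 1 to 5 by their lowest and highest value). The share of 6.07% at E8.0 was above the 0.797% at E10.5, where the settings spread from 0.0397% to 5.26%.

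Over all retained cells, Tbx1 (ENSMUSG00000009097, protein-coding, chromosome 16, 18580979 to 18590671 in GRCm38.p6) was measured at 34.3 CPM (exact Poisson 95% interval 33.4 to 35.3) at E8.0, 52.2 CPM (50.8 to 53.6) at E8.25, 76.7 CPM (74.6 to 78.7) at E9.5 and 52.0 CPM (50.7 to 53.2) at E10.5. The comparison asks at which stage Tbx1 is highest in the sorted lineage, and it was highest at E9.5. Its log2 ratio of E9.5 to E8.0 was 1.16 (1.10 to 1.21), and TMM-scaled library sizes moved it most, to 1.03. Among the other library-wide genes, Isl1, Tcf21, Nkx2-5, Mef2c, Tbx5, Foxf1 and Lhx2 were also highest at E9.5. Blood-like cells made up 0.0510% of retained cells at E9.5 and 13.5% at E10.5, and no CPM was computed without them. A part of the mix of cells in the order of these stages is therefore not excluded. This bears most on Tcf21, whose values were close at E9.5 (68.0 CPM) and E10.5 (63.1 CPM). Isl1 was at 38.2 CPM at E8.0, 20.3 CPM at E8.25, 77.6 CPM at E9.5 and 57.0 CPM at E10.5. Lhx2, a marker of branchiomeric muscle progenitors, rose from 2.33 CPM at E8.0 to 56.0 CPM at E9.5 and was at 11.8 CPM at E10.5. Aplnr and Hand2 were highest at E8.0, with Aplnr falling from 56.3 CPM at E8.0 to 7.96 CPM at E10.5. Wnt5a was highest at E10.5 (56.7 CPM), and Myf5 was at 6.27 CPM (5.70 to 6.89) at E9.5 and 6.58 CPM (6.14 to 7.04) at E10.5, within counting error of each other.

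Within the MLP-like class, sums of 10080132 UMIs at E8.0, 5641936 at E8.25, 3014643 at E9.5 and 1148695 at E10.5 were compared for early and late genes. These are the genes that the study names as examples in its text, chosen on these libraries, so both lists are partial. Of the 10 early genes 9 were detectable, and all 9 were lower at E10.5 than at E8.0, 8 of them beyond counting error. Their median log2 ratio of E10.5 to E8.0 was -1.80 (95% interval -2.21 to -1.44). It lay at percentile 0 of 10000 random gene lists matched on expression, whose median was 0.03. Clustering each library on its own moved the median most, to -2.48. The early genes fell in other classes as well, with medians of -1.15 in BrM-like, -3.01 in CM-like and -1.17 in endothelial-like cells, while the median of -0.24 (-0.66 to 0.12) in pSHF-like cells was within counting error. That median lies between genes that went both ways, 5 lower and 4 higher. Aplnr (-7.29, -8.20 to -6.51), Fgf8 (-4.71) and Irx3 (-2.22) fell in pSHF-like cells as well, and these 3 genes fell beyond counting error in all 5 classes. Irx1 (1.62, 1.37 to 1.88) and Irx2 (3.30, 2.89 to 3.75) rose in pSHF-like cells, and Irx2 rose in BrM-like cells too (1.92, 1.35 to 2.56). Irx5, Fgf10 and Tbx1 rose beyond counting error in BrM-like or endothelial-like cells. The median over all 10433 genes of the MLP-like class shifted by 0.09, or by -0.06 with TMM scaling and 0.06 without haemoglobin, mitochondrial and ribosomal protein genes. The list was chosen by the study on the same libraries, so its position among random lists is not independent evidence.

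Fgf8 (ENSMUSG00000025219, chromosome 19, 45736491 to 45742941) fell from 235 CPM (226 to 245) at E8.0 and 195 CPM at E8.25 to 57.7 CPM at E9.5 and 3.48 CPM (0.949 to 8.92, from 4 UMIs) at E10.5. Aplnr (ENSMUSG00000044338, chromosome 2, 85136360 to 85139923) fell from 160 CPM (152 to 168) at E8.0 and 138 CPM at E8.25 to 58.7 CPM at E9.5 and 1.74 CPM (0.211 to 6.29, from 2 UMIs) at E10.5. Nrg1 also rested on 2 UMIs at E10.5, with a log2 ratio of -4.20 (-7.25 to -2.34). Irx1, Irx3, Irx5 and Fgf10 had log2 ratios of -1.40, -1.98, -1.80 and -1.20, each beyond counting error. Irx2 had a log2 ratio of -0.46 (-1.08 to 0.11), within counting error. Irx4 had at most 3 UMIs in any MLP-like sum and was not detectable at this depth. Tbx1 in MLP-like cells was at 102 CPM (96.3 to 109) at E8.0, 126 CPM at E8.25, 72.3 CPM at E9.5 and 63.6 CPM (49.8 to 79.9) at E10.5, a log2 ratio of -0.69 (-1.05 to -0.35), so its stage of highest expression in this class was E8.25 and not E9.5.

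All 6 late genes were higher at E10.5 than at E8.0 beyond counting error. Their median log2 ratio was 1.79 (1.65 to 1.95), at percentile 100 of 10000 random lists with a median of 0.03. Clustering each library on its own moved it most, to 0.44. The late genes rose in CM-like cells (median 1.44) and endothelial-like cells (1.74, with 5 genes measured) as well, were near the random lists in BrM-like cells (0.39, percentile 55.5), and had a median of -0.61 (-0.81 to -0.38) in pSHF-like cells, where 4 were lower and 2, Bmp4 and Sema3c, higher. Sema3c (ENSMUSG00000028780, chromosome 5, 17574816 to 17730268) rose from 0.595 CPM (6 UMIs) at E8.0 and 5.14 CPM at E8.25 to 55.1 CPM at E9.5 and 105.3 CPM (87.4 to 126) at E10.5. Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9887953) rose from 2.88 CPM at E8.0 to 7.27 CPM, 12.3 CPM and 47.0 CPM at the later stages. Hand2, Gata5, Gata6 and Bmp4 had log2 ratios of 1.46, 1.21, 0.41 and 2.12, but Hand2, Gata5 and Gata6 were lower at E8.25 than at E8.0. Gata6 was also lower at E9.5 (76.6 CPM, 67.1 to 87.2) than at E8.0 (112 CPM, 106 to 119), so that it was above E8.0 at E10.5 alone. Nkx2-5, which the study counts among the core genes of these cells, was at 184 CPM at E8.0, 104 CPM at E8.25, 105.2 CPM at E9.5 and 204 CPM at E10.5. Its log2 ratio of E10.5 to E8.0 was 0.15 (-0.05 to 0.34), within counting error, and was -0.94 with each library clustered on its own. Isl1 and Mef2c, the other core genes the study names, serve here to name the class. Their levels were not even, with Isl1 at 164 CPM at E8.0 and 326 CPM at E10.5, and Mef2c at 209 CPM and 95.8 CPM. The value of Nkx2-5 therefore does not stand for the core genes.

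**Figure D2:**
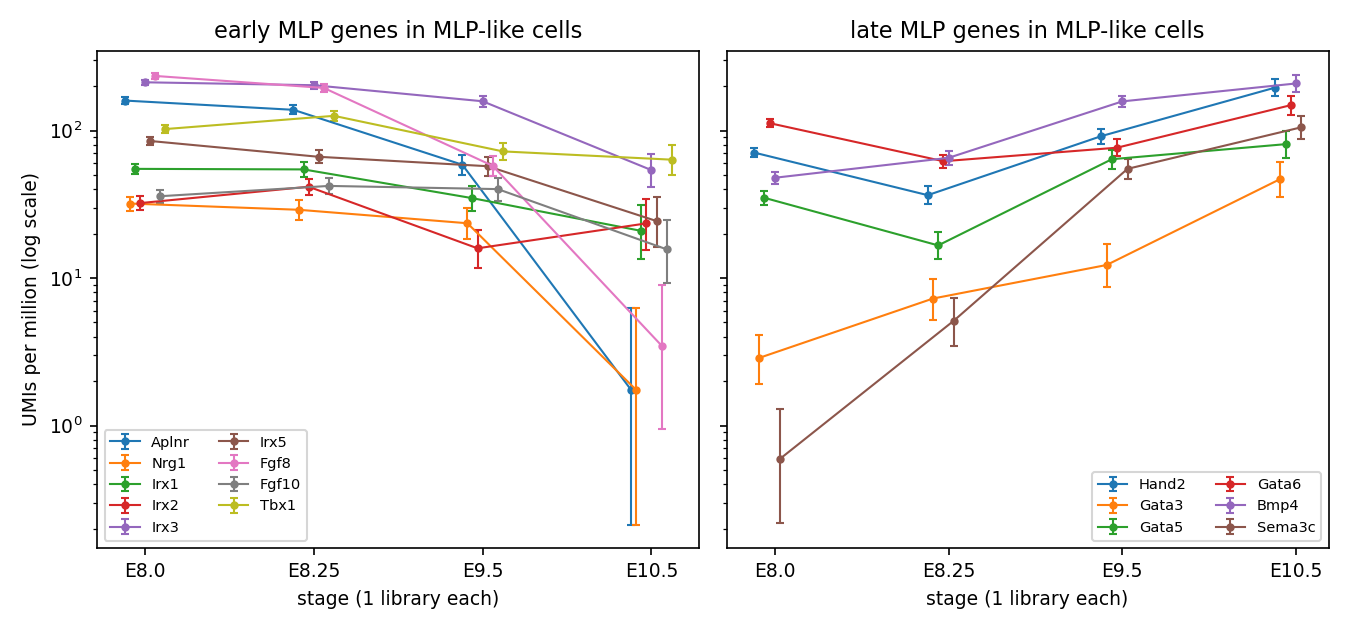
CPM in MLP-like cells on a log axis against stage for the early and the late genes, with exact 95% Poisson intervals for counting error. From E8.0 to E10.5 the early genes fell by a median of 1.80 on the log2 scale and the late genes rose by a median of 1.79.

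Of 8877 genes with enough UMIs in the MLP-like class, 195 were at least 2-fold higher in both late libraries than in both early ones, and 91 were at least 2-fold lower. The 5 genes rising most were Upk3b, Cxcl12, Nfib, Sema3c and Pdgfc. Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181368) had a log2 ratio of mean CPM of 5.44, and was at 2.08 CPM at E8.0, 6.20 CPM at E8.25, 59.0 CPM at E9.5 and 301 CPM at E10.5. Nfib, Sema3c and Pdgfc had ratios of 5.18, 4.81 and 4.61. Upk3b, which is also among the markers of the proepicardial-like class, had 0 UMIs at E8.0, 2 at E8.25, 18 at E9.5 and 108 at E10.5. The log2 ratio of its pooled counts was 7.89 (6.01 to 10.96). The 5 genes placed first among the falling ones were Lefty2, Lhx1, Aim1, Foxh1 and Fhdc1. The first 4 had 0 UMIs in both late libraries and were ranked first for that reason. For Lhx1, Aim1 and Foxh1 a larger fall than in genes ranked lower is not shown. Fhdc1 (ENSMUSG00000041842, chromosome 3, 84442191 to 84480439) had 162 UMIs at E8.0, 78 at E8.25, 2 at E9.5 and 0 at E10.5, with a log2 ratio of mean CPM of -5.49 and of pooled counts of -4.99 (-8.04 to -3.12). Against the limit that a count of 0 allows, the mean CPM of Lhx1, Aim1 and Foxh1 was at least 5.08-fold, 3.40-fold and 3.14-fold lower. At E8.25 alone Lhx1 (4.43 CPM) and Aim1 (3.72 CPM) lay less than 2-fold above the limit of 2.61 CPM at E10.5 and Foxh1 (1.42 CPM) lay under it, so the 2-fold difference from that library is not shown at this depth. Lefty2 was at least 146-fold lower in the mean, of which most lay between the early libraries (518 CPM at E8.0 and 9.57 CPM at E8.25), and its E8.25 level was 3.66-fold over the limit at E10.5. It is among the leading genes of the MLP-like cluster and so helped to define it. Of these 10 genes, 8 moved at least 2-fold the same way in both BrM-like and pSHF-like cells, the exceptions being Lhx1 and Aim1 in BrM-like cells.

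MLP-like cells were compared with BrM-like cells within each of the 4 libraries, which asks what separates the progenitor class from the branchiomeric muscle class. Of 18 held-out genes 17 were tested among 10761 genes, and 10 were called, all higher in MLP-like cells. Of the genes tested 474 were called. Adjusted over the list alone, 14 of the 17 were called, but the study chose much of the list on these samples, so that this count is not independent evidence. Hand2 (ENSMUSG00000038193, chromosome 8, 57320983 to 57324517) was at 98.8 ± 68.6 CPM (SD, n = 4 libraries) in MLP-like and 3.14 ± 0.644 CPM in BrM-like cells, with a log2 fold change of 4.95 ± 0.243 (SE) and an adjusted p of 0.000143 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 4 of 4 libraries. By the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, Gata6 had a log2 fold change of 4.08 ± 0.210 (adjusted p 0.000168) and Gata5 one of 4.84 ± 0.348 (adjusted p 0.000755), each higher in 4 of 4 libraries. Bmp4, Tbx5, Nkx2-5, Irx1, Irx2, Fgf8 and Aplnr were the others called, with log2 fold changes from 0.80 for Irx1 to 3.24 for Nkx2-5. Aplnr was higher in 3 libraries and lower at E10.5.

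Tbx1 was lower in MLP-like cells (91.1 ± 28.6 CPM, n = 4) than in BrM-like cells (174 ± 58.8 CPM) in 4 of 4 libraries. Its log2 fold change of -0.89 ± 0.252 was not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p 0.122). It was called with DESeq2 (adjusted p 0.00839 after Benjamini-Hochberg, log2 fold change -0.92) and with edgeR without a filter on low counts (0.00540, -0.90), and its adjusted p ran from 0.00540 to 0.515 over all alternatives, with the same direction throughout. The number of called genes fell from 10 to 6 without the E8.25 library, to 4 without the library block and to 3 with each library clustered on its own, a setting in which only the 2 late libraries had BrM-like cells. It rose to 12 with DESeq2 and to 13 without a filter on low counts. Irx1, Irx2 and Nkx2-5 each lost their call when the E8.0, the E8.25 or the E9.5 library was left out, with adjusted p of 0.0625 to 0.106 for Irx1, 0.158 to 0.220 for Irx2 and 0.0632 to 0.104 for Nkx2-5 (edgeR, Benjamini-Hochberg). Aplnr lost its call without E8.25 (adjusted p 0.0562). Over 21 alternatives, Irx1 kept its call in 8, Nkx2-5 in 14, Fgf8 in 15, Irx2 in 16 and Aplnr in 17. Irx1 lost it under all of seeds 1 to 5, with adjusted p of 0.100 to 0.214 (edgeR, Benjamini-Hochberg). Among the 21, the naming rule tried first and the limit of at least 50 cells used the same sums here as the main fit. Their agreement was therefore fixed in advance.

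Against CM-like cells, 12 of 18 held-out genes were called among 10254 genes tested, 8 higher and 4 lower in MLP-like cells. Of the genes tested 3598 were called. Adjusted over the list alone, 15 of the 18 were called, again not as independent evidence, because the study chose much of the list on these samples. Tbx1 was at 91.1 ± 28.6 CPM in MLP-like and 6.95 ± 5.39 CPM in CM-like cells, with a log2 fold change of 3.95 ± 0.221 and an adjusted p of 9.05e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 4 of 4 libraries. Nkx2-5 (ENSMUSG00000015579, chromosome 17, 26838664 to 26844988) was lower in 4 of 4 libraries, at 149 ± 52.1 CPM against 497 ± 128 CPM in CM-like cells, with a log2 fold change of -1.83 ± 0.192 (adjusted p 0.000269, edgeR quasi-likelihood test with Benjamini-Hochberg). Tbx5 and Irx4 were lower in 4 of 4 libraries, with log2 fold changes of -3.72 ± 0.171 and -6.66 ± 0.366 (adjusted p 3.36e-06 and 8.91e-06, the same edgeR test with Benjamini-Hochberg). Irx4 had 3, 3, 0 and 0 UMIs in the MLP-like sums in order of stage, so the size of its fold change is uncertain. Gata6 was the other gene lower, with -0.79. Irx5, Nrg1, Irx3, Aplnr, Fgf10, Irx1 and Gata3 were the others higher, with log2 fold changes from 1.58 for Gata3 to 3.43 for Irx5. The count ran from 11 to 13 when each library was left out in turn and was 8 without the library block. Without a filter on low counts it was 15, with 10 higher and 5 lower. With each library clustered on its own it was 13, with 6 higher and 7 lower, so the balance of directions was not stable. Gata3 lost its call without E8.25 (adjusted p 0.0661), E9.5 (0.146) or E10.5 (0.104) by the same edgeR test with Benjamini-Hochberg adjustment, and kept it in 11 of 21 alternatives.

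Against pSHF-like cells, 10 of 17 held-out genes tested among 11450 were called, 9 higher and 1 lower in MLP-like cells. Of the genes tested 594 were called. Adjusted over the list alone, 14 of the 17 were called, which is not independent evidence for the same reason, the study's choice of the list on these samples. Fgf8 was at 123 ± 110 CPM in MLP-like and 10.3 ± 8.74 CPM in pSHF-like cells, with a log2 fold change of 3.52 ± 0.182 and an adjusted p of 8.75e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 4 of 4 libraries. By the same edgeR test with Benjamini-Hochberg adjustment, Tbx1 had a log2 fold change of 1.91 ± 0.175 (adjusted p 0.000873) and Nkx2-5 one of 2.18 ± 0.264 (adjusted p 0.00328), each higher in 4 of 4 libraries. Tbx5 (ENSMUSG00000018263, chromosome 5, 119796514 to 119885220) was the gene lower, with a log2 fold change of -2.61 ± 0.246 (adjusted p 0.00102, edgeR with Benjamini-Hochberg; lower in 4 of 4 libraries). Irx3, Irx5, Fgf10, Bmp4, Aplnr and Nrg1 were the others higher, with log2 fold changes from 1.26 for Bmp4 to 2.31 for Nrg1. Bmp4 turned to -0.82 and was not called with each library clustered on its own. The count ran from 8 to 12 when each library was left out in turn, was 2 without the library block and was 3 with each library clustered on its own. It was 14 without a filter on low counts and 14 without the cell filter. Nrg1 lost its call without E8.0 (adjusted p 0.138), E8.25 (0.181) or E9.5 (0.0731), and Aplnr without E8.25 (0.0735), by the same edgeR test with Benjamini-Hochberg adjustment. Over 21 alternatives Nrg1 kept its call in 10, and it was not called with DESeq2 (log2 fold change 2.03, adjusted p 0.207 after Benjamini-Hochberg).

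**Figure D3:**
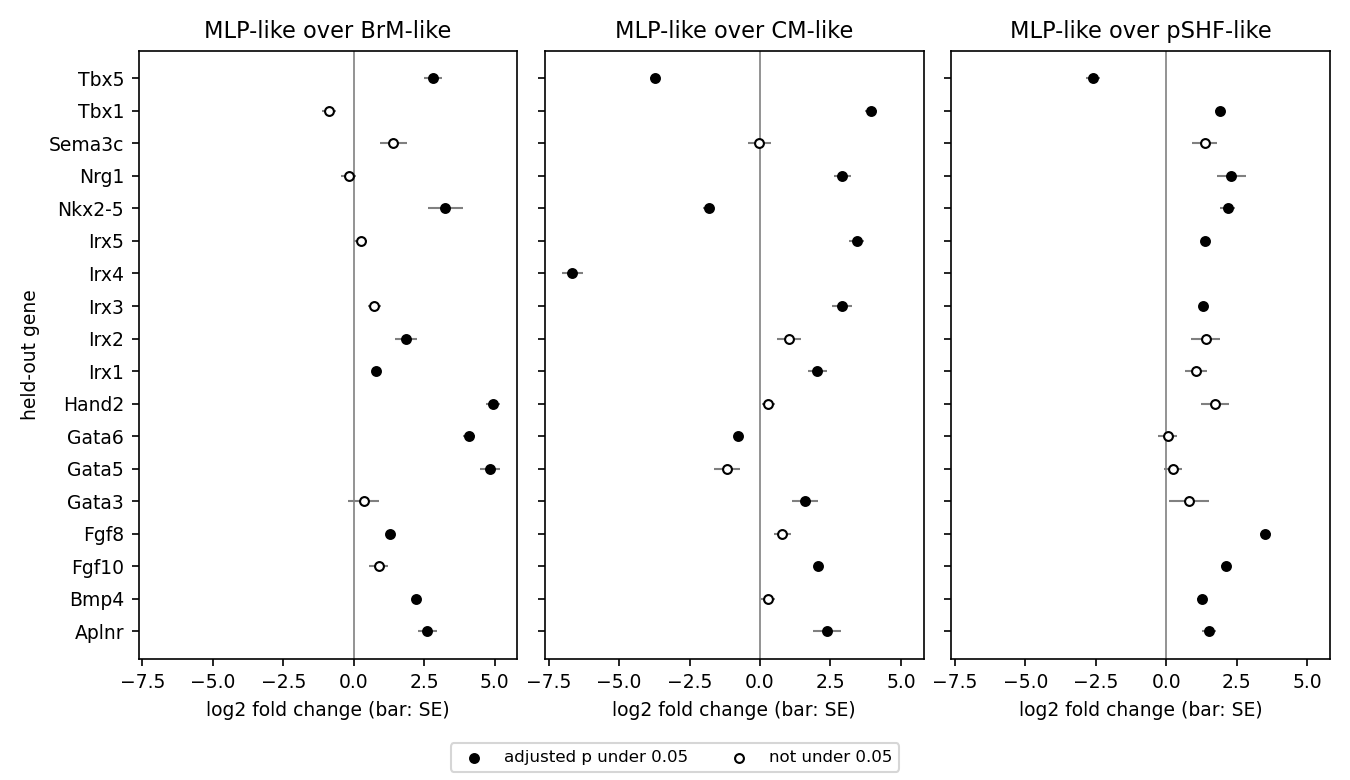
Log2 fold change with its SE of each held-out gene in MLP-like cells over BrM-like, CM-like and pSHF-like cells, over 4 libraries, with filled points for an adjusted p under 0.05. Filled points number 10, 12 and 10 in the panels, and Tbx1 is open and below 0 only against BrM-like cells.

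Co-expression asks whether single MLP-like cells hold transcripts of different lineages together. After thinning to 5000 UMIs, 7 pairs of genes were compared with the share that independent detection would give. Of 21 values over pairs and libraries with at least 5 expected cells, 11 (52.4%) lay above the expected share. Thinning to 10000 UMIs moved this most, to 65.2%. Seen by pair, a split chosen after the values were seen, Tbx1 with Nkx2-5 and Tbx1 with Isl1 lay below the expected share in 4 of 4 libraries, with ratios of observed to expected cells of 0.668 to 0.940 and of 0.643 to 0.974. Isl1 with Nkx2-5 (1.07 to 1.22) and Tcf21 with Nkx2-5 (1.08 to 1.35) lay above it in 4 of 4. The expected share was inside the counting interval in all of these values but 1, Tbx1 with Nkx2-5 at E8.0. That interval covers the joint share alone, while the expected share comes from the same cells, so the comparison is no test of independence. Without thinning, Tbx1 with Isl1 lay above in 2 libraries and Tcf21 with Nkx2-5 below in 1, and the other 2 pairs kept their side. Aplnr with Nrg1 had 6.71% against an expected 6.85% at E8.0 and 6.79% against 5.76% at E8.25. At E9.5 it had 7 cells (4.12%, 1.67 to 8.30%) against 2.37 expected cells (1.39%), too few for a ratio. Without thinning, so with cells of unequal depth, its ratio was 1.14 at E8.0, 1.15 at E8.25 and 2.26 at E9.5, where 17.1% (11.7 to 23.6%) had both against an expected 7.56%. At E8.0, 46 of 432 MLP-like cells (10.6%, 7.90 to 13.9%) had both Tbx1 and Nkx2-5 against an expected 15.9%, a ratio of 0.668. This pair was singled out after its values were seen, and without thinning the share was 53.0% (48.2 to 57.8%) against an expected 54.8%. At E9.5, 24 of 170 cells (14.1%) had both Isl1 and Aplnr against an expected 11.2%, a ratio of 1.27, while the ratio was 1.06 at E8.0 and 0.896 at E8.25. Without thinning 31.2% had both at E9.5, against an expected 29.3%. In blood-like cells, which should lack these genes, 0 of 165 at E8.0 and 0 of 1017 at E10.5 had both Tbx1 and Nkx2-5 (upper limits 2.21% and 0.362%), and Isl1 was found in 0.606% at E8.0 and 1.18% at E10.5, against 51.6% and 66.7% of MLP-like cells. Median depths before thinning were 22125 UMIs in MLP-like and 34305 in blood-like cells at E8.0, and 17941.5 and 28217 at E10.5. At E9.5 the 2 blood-like cells give no background.

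In CM-like cells, Tbx5 marks the first heart field and Isl1 the anterior second heart field, and their overlap was measured in the same way. At E9.5, 3.69% of 379 thinned CM-like cells (2.03 to 6.12%) had both genes against an expected 4.73%, a ratio of 0.782. At E10.5 it was 10.8% of 212 cells (7.003 to 15.8%) against 11.04%, a ratio of 0.982. In these thinned cells the expected share lay inside the counting interval at both stages, and E8.0 and E8.25 had under 5 expected cells. Without thinning the share was 4.69% (2.27 to 8.46%) against an expected 8.27% at E8.0, 25.9% against 32.6% at E8.25, 13.6% (10.4 to 17.5%) against 14.6% at E9.5 and 18.9% (13.8 to 24.8%) against 24.3% at E10.5. These ratios of 0.568, 0.794, 0.936 and 0.777 were all below 1, each with the expected share inside the interval. Here and in thinned cells, that interval covers the joint share alone, so an expected share inside it does not show independence. The median ratio in thinned cells was 0.882, and 13 of 14 alternatives lay below 1, the other being 1.07 with 1000 variable genes. In endothelial-like cells, taken as background at a median depth of 16590 UMIs against 16481 in CM-like cells, 4.196% had Isl1 and 3.15% had Tbx5 at E9.5. In CM-like cells at E9.5, 19.3% had Isl1 and 24.5% had Tbx5.

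Connectivity of the MLP-like class addresses its place at the centre of the branches. The strongest connection was to pSHF-like cells (0.485), followed by cluster 15 (0.432), cranial mesenchyme-like cells (0.401) and CM-like cells (0.348). BrM-like cells ranked at position 7 of 20 with 0.225. Of the 3 strongest connections, 1 was to the BrM-like, CM-like or pSHF-like classes. This number was 2 without the cell filter and in the highest of seeds 1 to 5, and 0 with 1000 variable genes. Cluster 15, led by Spink1 and Ttr, held 0.225% of cells at E8.0 and 7.64% at E10.5.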

Values the study reported

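The study captured 7581 cells at E8.0, 2956 at E8.25, 4055 at E9.5 and 8070 at E10.5, with medians of 4380, 5363, 4036 and 3673 genes per cell. It pooled 7, 5, 6 and 4 embryos for these libraries. In a separate integration of control and Tbx1 conditional knockout libraries, the study gave the fraction of multilineage primed progenitors in its first control replicate as 0.07, from 284 of 4046 cells. It gave a higher fraction for its other control replicate and described the variation between replicates as modest.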

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

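The tests of the clustering for Irx1, Irx2 and Fgf8 and those of free RNA for Sema3c at E8.0 and for the neural crest-like cells were chosen only after the result was seen. In 6 contrasts of a held-out gene between MLP-like cells and another class, at least 1 library lay 2-fold or more and beyond counting error above 0 and at least 1 likewise below it. Without the 2-fold limit there were 15 such contrasts. The other 9, among them Gata5 and Gata6 over pSHF-like cells and Sema3c over CM-like cells, are not followed here. Each library is 1 stage, so the opposite signs mark a difference between stages, and that difference was not tested.

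Against pSHF-like cells, Irx1 was higher in MLP-like cells at E8.0 (log2 ratio 1.87, 95% counting interval 1.60 to 2.15), E8.25 (1.59) and E9.5 (1.10), and lower at E10.5 (-1.15, -1.79 to -0.56). Irx2 was higher at E8.0 (2.64), E8.25 (2.16) and E9.5 (1.60), and lower at E10.5 (-1.12, -1.73 to -0.57). The E10.5 values rested on 24 UMIs of Irx1 and 27 of Irx2 in 60 MLP-like cells. Both contrasts turned positive, to 1.71 and 1.65, when each library was clustered on its own, and stayed negative in the other clusterings with enough cells. Under the seeds with enough cells the highest value was -0.46 (-0.94 to -0.01), which argues against a boundary moved by the clustering seed. The 2 contrasts that change sign are consistent with other cells given the name under another clustering, since 21 of the 368 cells named MLP-like at E10.5 in the separate clustering were among the 60. A change of these genes with stage stays open and was not tested, and the dissected region changed with stage as well.

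Against CM-like cells, Fgf8 was higher in MLP-like cells at E8.0 (1.23) and E9.5 (1.13) and lower at E10.5 (-1.84, -3.78 to -0.38, from 4 UMIs in MLP-like cells). Over 10 clusterings the E10.5 value ran from -1.89 to -0.83, and was below 0 in all 10. Its interval lay below 0 in 8 of them and crossed 0 in 2, without doublet removal and under seed 1. The test asked for every interval below 0, so a boundary drawn by the clustering run and a change with stage cannot be told apart by it for Fgf8, although no clustering turned the contrast positive.

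Sema3c was higher in MLP-like than in BrM-like cells at E9.5 (1.23) and E10.5 (2.52) and lower at E8.0 (-1.99, -3.71 to -0.43). It was higher than in pSHF-like cells at E9.5 (1.56) and E10.5 (2.46) and lower at E8.0 (-1.51, -3.15 to -0.08). Gata3 was higher than in pSHF-like cells at E9.5 (2.68) and E10.5 (2.76) and lower at E8.0 (-1.54, -2.21 to -0.91). For Sema3c at E8.0 the level in MLP-like cells was 0.595 CPM (0.218 to 1.30), from 6 UMIs. This level lay under the exact Poisson upper limit of 0.670 CPM in blood-like cells of that library, which had 0 UMIs. It lay just above the bound of 3 counts, 0.545 CPM in those cells, and its interval holds both limits. Expression and free RNA, which droplets take up from broken cells, cannot be told apart there. All of the other 12 lower levels for which the library had blood-like cells lay above the blood-like limit, which argues against free RNA for them. A biological change with stage remains among the open explanations and was not tested.

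The E8.25 library held 111 neural crest-like cells (3.85% of retained cells, 3.18 to 4.62%), against 1 cell at E8.0, 2 at E9.5 and 0 of 7525 at E10.5, which allows up to 0.0490%. They stood out because neural crest does not belong to the mesodermal lineage that was sorted. No contrast between classes above uses them. They are part of all retained cells at E8.25, over which shares and library-wide CPM were computed, and they ranked at position 14 in connectivity. Free RNA reaches all droplets of a library alike. Without use of the clusters and after thinning, 21 of all 2884 E8.25 cells held at least 3 of the 8 fixed neural crest markers, all 21 named neural crest-like, while at most 2 cells did in 1000 shuffles that moved each marker independently between cells. This argues against free RNA as the source of these markers. The median Scrublet score of these cells was at percentile 20.8 of the library, which argues against doublets. Cells from outside the sorted lineage and cells that had switched on the reporter cannot be told apart, since the deposited counts have 0 reporter genes. With 1 library per stage, the cells may belong to that preparation and not to the stage, and this was not tested.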

How the results depend on the processing

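Values under clustering seeds 1 to 5, the naming rule tried first and thinning before clustering come from alternatives chosen only after the data were seen, and the others were planned. For the 18 results that answer comparisons, 211 alternatives gave a value, of which 130 stayed within the counting interval or within 1.5 times the count, 74 moved and 7 reversed. The cause of each change given here was not tested. Shares are percentages of retained cells, and ratios are log2 of E10.5 over E8.0 unless named otherwise.

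With each library clustered on its own, the MLP-like share was 3.40% at E8.25, 2.40% at E9.5 and 4.89% at E10.5, with a ratio of -0.24. The pSHF-like ratio was 1.02, the early median -2.48, the late median 0.44, and Nkx2-5 reversed to -0.94. The called held-out genes were 3 against BrM-like and 3 against pSHF-like cells, and Bmp4 over pSHF-like cells reversed to -0.82 (adjusted p 0.580, edgeR with Benjamini-Hochberg). BrM-like cells numbered 0 at E8.0 and 0 at E8.25 in that setting, so its count against BrM-like cells rests on 2 libraries and the BrM-like ratio has no value.

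At Leiden resolution 1.0 the MLP-like share was 7.80% at E8.0, 5.92% at E9.5 and 5.26% at E10.5, with a ratio of -0.57. The BrM-like ratio was 1.01, the pSHF-like ratio 1.70, the early median -2.33, the late median 2.04, and Nkx2-5 reversed to -0.44. At resolution 2.0 the MLP-like share was 4.66% at E8.0, 4.79% at E8.25 and 3.49% at E9.5. The BrM-like ratio reversed to -0.078, the CM-like ratio was -0.58, the pSHF-like ratio 1.55 and Nkx2-5 0.54.

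Without the cell filter the MLP-like share was 4.51%, 4.26%, 2.06% and 0.0397% at the 4 stages, with a ratio of -6.83. The BrM-like ratio was 1.58, the CM-like ratio -0.54, and 2 of the 3 strongest connections were to the named branches. Without doublet removal the MLP-like share was 5.15% at E8.0 and 1.12% at E10.5, with a ratio of -2.20. The ratios were 0.89 for BrM-like, -0.59 for CM-like and 1.15 for pSHF-like cells, and 0.42 for Nkx2-5.

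With 1000 variable genes the MLP-like share at E10.5 was 1.55%, with a ratio of -2.03. The pSHF-like ratio was 1.68, Nkx2-5 was 0.50, 0 of the 3 strongest connections were to the named branches, and the median ratio of observed to expected cells with Isl1 and Tbx5 passed to the other side of 1, at 1.07. With held-out genes allowed in the clustering the MLP-like share was 5.34% at E8.0, 2.58% at E9.5 and 0.252% at E10.5, with ratios of -4.40 for MLP-like, 1.81 for BrM-like and -0.40 for CM-like cells.

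Over clustering seeds 1 to 5, the lowest MLP-like share was 4.55% at E8.0, 4.61% at E8.25, 2.24% at E9.5 and 0.173% at E10.5, and the highest at E10.5 was 1.81%. The MLP-like ratio ran from -4.72 to -1.69, the BrM-like ratio from -0.16 (reversed) to 1.19, the CM-like ratio from -0.60 to 0.045 (reversed), the pSHF-like ratio from 0.54 to 1.65 and the late median from 1.53 to 2.01. At most 2 of the 3 strongest connections were to the named branches.

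Without batch correction the pSHF-like ratio was 10.77, resting on 1 pSHF-like cell at E8.0, and with 0 BrM-like cells at E8.0 the BrM-like ratio has no value. With cells thinned before clustering the BrM-like ratio reversed to -1.21, and the ratios were -0.67 for CM-like and 1.81 for pSHF-like cells. The naming rule tried first gave a pSHF-like ratio of 1.68. TMM-scaled sizes gave a late median of 1.65 and a Tbx1 ratio of E9.5 to E8.0 of 1.03, which was 1.05 as a mean over cells and 1.10 without haemoglobin, mitochondrial and ribosomal protein genes.

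Without the library block, 4 held-out genes were called against BrM-like and 2 against pSHF-like cells. Across the 4 fits that each left out 1 library, from 6 (without E8.25) to 10 genes were called against BrM-like, from 11 to 13 against CM-like and from 8 to 12 against pSHF-like cells. No paired analysis was possible because each stage has 1 library, whose number only names it. This concerns stages, since the library block pairs the 2 classes of each library in the class contrasts. For the 33 contrasts of a single gene followed, in which a gene can occur more than once, 692 alternatives gave a value. Of these 609 kept the direction and the side of the threshold, 80 lost the call, 2 gained it (Tbx1 against BrM-like cells) and 1 reversed. Some alternatives used the same sums as another fit, so this tally overstates the number of separate checks. Against BrM-like cells, the naming rule tried first and at least 50 cells per sum both repeated the main fit. Against CM-like cells, at least 50 cells per sum repeated the fit without E8.25. The share of gene pairs above the expected co-expression stayed within its interval in all 12 alternatives.

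Some alternatives gave no value. Without batch correction and with cells thinned before clustering, no MLP-like class was named, so the results for that class are missing there. The list medians and Nkx2-5 have no value without the cell filter, with held-out genes in the clustering and under seed 2, where fewer than 20 MLP-like cells remained at E10.5. Connectivity was not computed for libraries clustered on their own. The depth limits the E10.5 values most, since the MLP-like sum there held 1148695 UMIs against 10080132 at E8.0.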

Other observations

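The tests of the clustering for the MLP-like share, those of the early and late genes in other classes, and the counts of other splits, were chosen only after the result was seen. The others below were written down before their result.

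MLP-like cells were fewer at E10.5 (0.797%) than at E8.0 (6.07%). Over clustering seeds 1 to 5 the boundary of the class moved, but the E10.5 share reached at most 1.81% (136 cells) and the log2 ratio of E10.5 to E8.0 at most -1.69 (-1.98 to -1.41). This argues against a boundary moved by the seed as the whole cause. Other cells given the name under another clustering may account for much of the size of the drop. The highest E10.5 share was 5.26% at Leiden resolution 1.0. It lay above the 4.34% at E9.5 in the clustering reported, but below the 5.92% at E9.5 at that resolution. Of the 396 cells named there 55 were among the 60, and the naming rule tried first named 103 E10.5 cells at that resolution. With each library clustered on its own 368 cells were named at E10.5, of which 21 were among the 60. The ratio stayed below 0 beyond counting error there too (-0.24, -0.45 to -0.04) and at resolution 1.0 (-0.57, -0.76 to -0.38). The naming rule tried first, with each library clustered on its own, named 368 MLP-like cells at E10.5 but 0 at E8.0, E8.25 and E9.5. Under those choices there was no drop from E8.0. Without the cell filter that rule named 0 MLP-like cells at any stage. Lower depth at E10.5 cannot be told apart from a true change, because with every cell thinned before clustering 0 MLP-like cells were named at any stage. A loss of progenitors with stage and the change of the dissected region stay open and were not tested.

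Early genes fell and late genes rose in MLP-like cells. A change common to all classes would move each gene the same way in every class. Of the 8 early genes lower beyond counting error in MLP-like cells, 4 (Irx1, Irx5, Fgf10 and Tbx1) were higher beyond counting error in another class. Of the 6 late genes, 3 (Hand2, Gata5 and Gata6) were lower in another class in the same sense. This argues against such a change as the whole cause for these 7 genes. Aplnr, Irx3 and Fgf8 fell, and Bmp4 and Sema3c rose, beyond counting error in every class with a value, so for them a common change stays open. The medians of CM-like and endothelial-like cells moved the same way as those of MLP-like cells for both lists, so neither change is particular to the MLP-like class. Of the 10 genes chosen by the rule of size, 8 moved the same way in both BrM-like and pSHF-like cells, as a change common to all classes would give. A change with stage, with region or with preparation stays open for these genes.

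For the contrasts between classes, exchanging class labels within libraries gives 8 splits. Only 1 of the 8 splits called as many held-out genes against BrM-like cells, the real one, and the same was true for 1 of 8 against CM-like and 1 of 8 against pSHF-like cells. The largest count of any other split was 0 in each contrast. With 8 splits the share cannot go below 0.05, so chance cannot be told apart from a class difference by this count alone.

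Blood-like cells were nearly missing at E9.5 (2 of 3921 cells). If blood cells had been loaded but had broken open before capture, their haemoglobin would be found as free RNA in other cells. In CM-like cells haemoglobin was at 119 CPM at E8.0, 2833 CPM at E8.25, 9.09 CPM at E9.5 and 5074 CPM at E10.5. In CM-like and pSHF-like cells together the log2 ratio of E9.5 to E10.5 was -9.29 (-9.50 to -9.10), which argues against such breakage of loaded cells. Sorted cells were spun down and resuspended before loading, so free RNA of cells broken earlier may have been removed. Whether blood cells were lost at the sort or earlier, broken or intact, was not tested.

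Cells with both Xist, which female cells express, and Y-linked transcripts made up 5.86% of the cells removed as doublets and 1.31% of the cells kept, after thinning, a ratio of 4.47. This is consistent with doublets of a female and a male cell from pooled embryos. Without thinning the shares were 30.6% and 9.10%, and 26.6% of the kept cells at E8.25, the deepest library, had both.

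At E9.5 the MLP-like class held 170 of 3921 retained cells, 4.34%, in a clustering of the 4 stages. The fraction quoted from the study above comes from a control library clustered together with knockout libraries. Its total is close to the number of cells captured in the E9.5 library, so a difference need not lie in the denominator. The class there is the study's own, while the class names here are rebuilt from markers, so no direction is given.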
